A study of Homo sapiens with 9 samples.

How the data were processed

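Primary human skin fibroblasts in culture were transfected either with an siRNA against SUPT4H1 at 5 or 10 nM or with a scrambled siRNA at 20 nM. RNA was taken 72 hours later from lysates of 25000 cells. Per the labels, 1 of the 2 ERCC mixes (synthetic control RNAs at known concentrations) was added to each lysate, and the labels do not say which mix went into which lysate. Libraries were made from 100 ng of total RNA with the QuantSeq 3' FWD kit, which reads a tag near the 3' end of each polyadenylated RNA, so that counts do not scale with transcript length. There were 9 libraries, 3 in each of the 3 groups. The labels do not say whether the 3 replicates of a group were separate cultures or wells of 1 culture, so the p-values here measure only the spread between these samples.

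The deposited values are counts, 1 column per library, with 57704 genes by Ensembl ID and 92 ERCC controls. They are whole numbers, and the file holds no normalised values and no column without a sample. The submitters' processing notes name FastQC 0.11.5, STAR, MultiQC, R 3.4.3 and the genome build GRCh38.p10. The counting tool, strand setting, annotation release and rule for reads that map to several places are not given in the sources used here. Gene symbols and classes come with the deposited table. Positions of genes and lengths of transcripts come from GENCODE release 29 on GRCh38, where 57447 of the 57704 IDs (99.6%) were found by Ensembl ID. Of the 111 genes named by the rule below, 51 overlap an annotated gene on the other strand and 34 overlap one on the same strand. Genes with near-identical copies, among them many ribosomal protein genes, may have lost reads to those copies by a rule that is not known.

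Library totals ran from 13587457 to 18461175 counts. The widest 95% Wilson interval of any library's share of counts given here reached 0.0192 percentage points to either side. No molecular identifiers were stated, so such intervals cover counting error only. Every pair of libraries differed by more than sampling noise, so no library was a copy of another.

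Counts of endogenous genes were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), which left 13932 genes. Libraries were scaled by TMM, which centres the bulk of genes on no change, so every fold change is relative to the other genes. A quasi-likelihood model with a mean per group was fitted to all 9 libraries, with 6 residual degrees of freedom and a biological coefficient of variation of 0.738. The contrasts were the mean of both knockdown groups minus scrambled, 5 nM minus scrambled, 10 nM minus scrambled, and 10 nM minus 5 nM. The threshold was a Benjamini-Hochberg adjusted p of 0.05 over all genes tested. Log2 fold changes, computed with a prior count of 0.125, are given with a standard error (SE). The SE is the absolute log2 fold change over the square root of the quasi-likelihood F statistic, so it restates that test. Levels are in CPM (counts scaled to library size by TMM), given as mean ± SD of 3 libraries.

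The comparisons, alternatives, gene lists and the rule for naming genes were fixed before the data were examined. The rule named SUPT4H1 and SUPT5H. It also named the 10 largest fold changes in each direction with adjusted p past the threshold, an average log2 CPM of at least 3, and all 6 knockdown libraries on the same side of all 3 scrambled ones. From each gene list it named up to 3 measured members with the smallest p, whether or not they passed. It would have named up to 4 genes per direction between the doses, where none passed. XIST, chromosome Y genes, ERCC controls and genes without a settled symbol were left out everywhere.

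The 30 lists were tested with camera (limma 3.58.1, preset correlation between genes of 0.01) on the same model, adjusted over the lists. They were tested again with an estimated correlation and with fry. The lists were elongation factors, RNA polymerase II subunits, p53 targets, interferon-stimulated genes, cell cycle, replication-dependent histones, fibrillar collagen and matrix, matrix remodelling enzymes, TGF-beta and myofibroblast genes, immediate early genes, inflammatory cytokines, integrated stress response, ER chaperones, heat shock genes, cytosolic ribosomal proteins, ribosome biogenesis, mitochondrially encoded transcripts, nuclear oxidative phosphorylation, cholesterol synthesis, glycolysis and hypoxia, lysosome and autophagy, RNA splicing and processing, repeat expansion disease genes, and nuclear-retained long noncoding RNAs. The other 6 lists held markers of keratinocytes, melanocytes, endothelial cells, leukocytes, pericytes and smooth muscle, and adipocytes, the cell types that a skin culture could hold besides fibroblasts.

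RNA per spike-in count was the sum of endogenous counts over the sum of counts of ERCC subgroup B, whose 23 controls have the same concentration in both mixes. Subgroup membership was entered from general knowledge of the design of the mixes, without the manufacturer's table at hand, and was checked only against the data. By the median over controls, the shifts of the other subgroups between knockdown and scrambled libraries were close to the ratio of the 2 mixes. Those shifts looked as if each treatment had received its own mix. From summed counts, subgroup C relative to B shifted by 0.10 on the log2 scale, against an entered ratio of 0.58. Without scrambled replicate 1 that shift was 0.78. Groups were compared on the log2 scale by exact two-sided permutation tests, adjusted over the 4 comparisons within each class of RNA. A test of 3 against 3 libraries cannot give a p below 0.1, and one of 6 against 3 cannot give a p below 0.0119.

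Alternatives were DESeq2-type size factors, ERCC subgroup B scaling, no low-count filter, the DESeq2 1.42.0 Wald test, limma-voom, replicate number as a block, RNA integrity number (RIN) as a covariate, omission of the 3 libraries with RIN below 8, omission of each library in turn, a fit of only the groups compared, and a minimum absolute log2 fold change of 1. Sample quality weights in limma-voom, and ERCC scaling without scrambled replicate 1 or 2, were added after seeing the data, as was a split of the controls between the doses, 2 for one and 1 for the other. For the mean of both doses, the named genes and the lists, a fit of only the groups compared changes nothing. The labels number the replicates 1 to 3 in each group. Across genes, residuals of same-numbered libraries correlated between -0.127 and 0.0486, with 0 of 9 pairs above 0.1, so the numbers were not treated as pairs.

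The test was also tried on simulated data with 13355 genes in the same design and spread. It called 6 of 66 genes (9.09%) with a true log2 fold change of 1, 28 of 67 (41.8%) at 2 and 44 of 67 (65.7%) at 3, with 5 false calls among 83. Knockdown against scrambled gave 2267 calls in the data, and the Benjamini-Hochberg cut-off is stricter where fewer genes are called. These shares therefore do not measure the sensitivity of the real comparison. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.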

Results

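Polyadenylated RNA was counted by 3' tag sequencing in 9 libraries from primary human skin fibroblasts. SUPT4H1 encodes SPT4, which together with SPT5 (encoded by SUPT5H) forms DSIF, a factor that travels with RNA polymerase II and controls its pausing and elongation. There were 3 libraries from cells given a scrambled siRNA at 20 nM, 3 from cells given SUPT4H1 siRNA at 5 nM and 3 at 10 nM. No scrambled control was given at 5 or 10 nM, so siRNA dose differed between knockdown and control in every comparison with scrambled. Totals were 18410529, 13587457 and 15726833 counts in the scrambled libraries, 18461175, 15190562 and 15397930 at 5 nM, and 16422414, 16548519 and 16541765 at 10 nM. ERCC controls made up 4.77% to 12.5% of counts. RNA integrity numbers, as the labels give them, were 9.2, 9.9 and 9.3 for scrambled, 9.9, 9.2 and 7.4 for 5 nM, and 5.7, 9.5 and 7.3 for 10 nM.

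Scrambled replicate 1 stood apart from the other 8 libraries. Its rank correlations across genes with them ran from 0.748 to 0.840, while the lowest among the other libraries was 0.825 and scrambled replicates 2 and 3 reached 0.917. The nuclear noncoding RNA MALAT1 stood at 189 CPM in it and at 1782 to 3140 CPM elsewhere, and the mitochondrial ribosomal RNA MT-RNR2 stood at 16123 CPM against 78759 to 154390. Both mitochondrial ribosomal RNAs made up 1.76% of its endogenous counts, against 9.27% to 16.2% in the others. Cytosolic ribosomal protein mRNAs made up 15.9% of its counts, against 10.5% and 10.3% in scrambled replicates 2 and 3 and 4.58% to 6.40% in the knockdown libraries.

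SUPT4H1 mRNA, the target of the siRNA, was far lower in every knockdown library. SUPT4H1 (ENSG00000213246, chromosome 17, 58345175 to 58353093 on the minus strand, GRCh38) averaged 159.8 ± 26.0 CPM (SD, n = 3) with scrambled siRNA. It averaged 1.88 ± 1.14 CPM (SD, n = 3) at 5 nM and 4.53 ± 2.76 CPM (SD, n = 3) at 10 nM. The lowest scrambled library held 133 CPM and the highest knockdown library 7.19 CPM, so all 6 knockdown libraries lay below all 3 controls. The log2 fold change was -5.77 ± 0.45 (SE), which leaves 1.84% of the control level (edgeR adjusted p = 2.8e-06). SUPT5H, the partner gene, averaged 98.9 ± 77.5 CPM with scrambled siRNA, 162 ± 63.5 at 5 nM and 159 ± 33.6 at 10 nM (SD, n = 3 each). Its log2 fold change of 0.70 did not pass the test (edgeR adjusted p = 0.395) and turned to -0.17 under ERCC scaling. SUPT5H stood at 15.4 CPM in scrambled replicate 1, and its log2 fold change was 0.19 without that library.

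Knockdown against scrambled asks which transcripts change when SUPT4H1 is low, with both doses averaged. IGF1, DKK2 and COL11A1 were among the genes that fell furthest in all 6 knockdown libraries. IGF1, a growth factor, fell from 1244 CPM to 8.03 at 5 nM and 5.01 at 10 nM, a log2 fold change of -7.61 ± 0.32 (SE, edgeR adjusted p = 8.0e-09). DKK2, a secreted WNT modulator, fell from 321 to 3.18 and 1.54 CPM. COL11A1, a fibrillar collagen chain, fell from 69.2 to 0.429 and 0.0673 CPM. The largest rises were in genes that were near the floor in control cells. CLCA2, a known p53-inducible gene, rose from 3.53 CPM to 209 at 5 nM and 350.0 at 10 nM, and PLTP, a phospholipid transfer protein, rose from 2.31 to 80.9 and 90.2 CPM.

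Among 13932 genes tested, edgeR called 2267 between knockdown and scrambled, of which 994 were higher and 1273 lower (43.8% higher). Scaled by the ERCC subgroup B controls in place of TMM, the calls numbered 3360, of which 259 were higher and 3101 lower (7.71% higher). The median log2 fold change of all genes was -0.11 under TMM and -0.87 under ERCC scaling, so a gene that rose here rose relative to the other genes. Without scrambled replicate 1 the calls under TMM numbered 2330, of which 1234 were higher and 1096 lower, so under TMM the excess of lower genes depended on that library. Under ERCC scaling without it, 292 were higher and 2150 lower. The count was 936 without the 3 libraries of low RNA integrity, 1227 with RNA integrity as a covariate and 1508 without 5 nM replicate 2.

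The 10 furthest falls were COL11A1 at a log2 fold change of -8.58, the apolipoprotein APOE at -8.02, the TGF-beta family ligand LEFTY2 at -7.98, ADAM22 at -7.81, IGF1 at -7.61, SLITRK1 at -7.57, DKK2 at -7.17, the noncoding LINC01142 and LINC01579 at -7.01 each, and the small RNA SCARNA13 at -6.84. SCARNA13 lies inside another transcript on the same strand, so its counts cannot be separated from those of its host. The 10 furthest rises were the VEGF receptor FLT1 at 6.62, CLCA2 at 6.25, ADAM23 at 5.69, the antisense transcript STXBP5-AS1 at 5.67, the hair keratin KRT34 at 5.65, DPYSL4 at 5.62, the axon guidance gene DRAXIN at 5.59, the cornified envelope gene LCE2A at 5.52, the NKG2D ligand ULBP1 at 5.43 and PLTP at 5.19. Their edgeR adjusted p ran up to 0.00357, for LCE2A. These 20 genes and SUPT4H1 kept their call and direction under each of the 20 alternative settings. The size and order of the rises depended on scrambled replicate 1. Without that library LCE2A stood at 8.31, STXBP5-AS1 at 7.91 and KRT34 at 7.46. FLT1 and PLTP went the other way, to 6.26 and 5.08. The 20 genes were picked from 855 higher and 667 lower genes that met the same criteria.

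**Figure D1:**
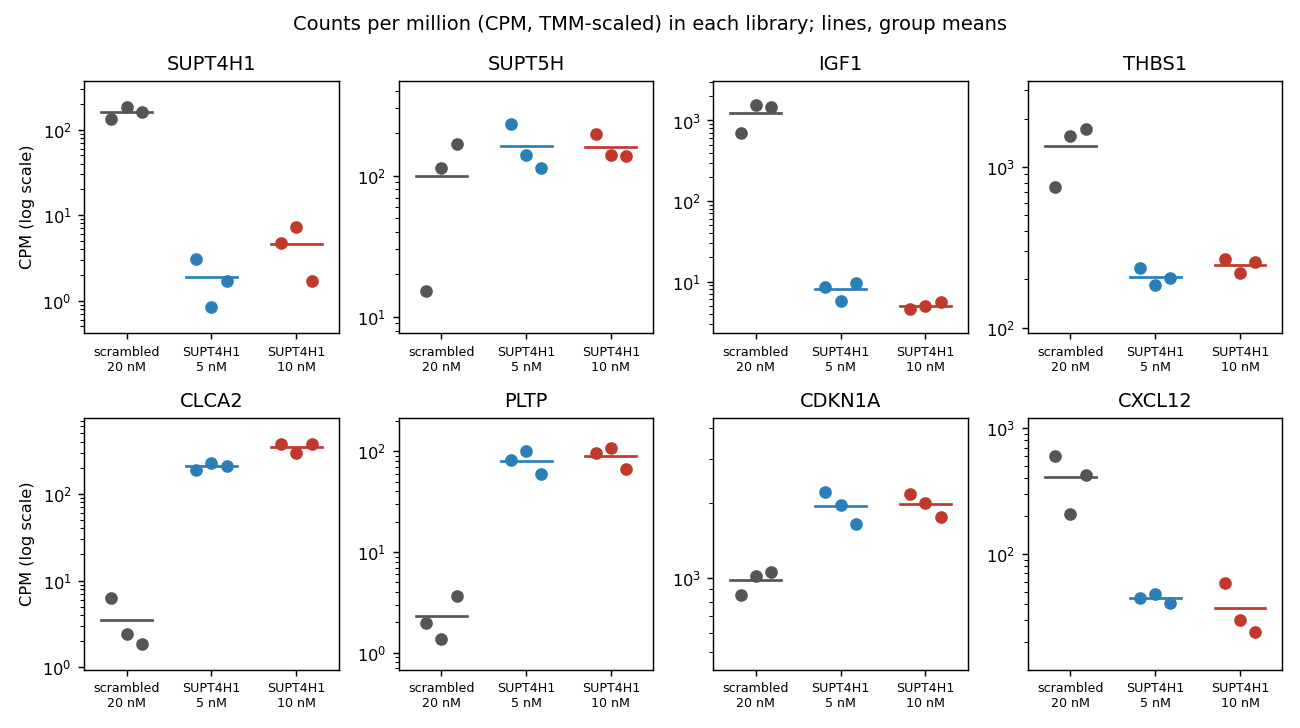
Level of selected genes in each of the 9 libraries, in TMM-scaled CPM on a log axis, with a dot per library and a line at the mean of each group of 3. SUPT4H1 lay between 133 and 185 CPM in scrambled libraries and between 0.835 and 7.19 CPM in knockdown libraries.

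The lists of cytosolic ribosomal proteins and of nuclear oxidative phosphorylation passed camera as lower at its preset correlation. Of 74 cytosolic ribosomal protein genes, 53 were lower and 0 higher (59 and 0 adjusted over the list alone), with a median log2 fold change of -1.37 (camera adjusted p = 1.6e-15, or adjusted p = 0.32 with an estimated correlation). Examples were RPL4 at -2.23, RPL11 at -1.80 and RPL13 at -1.34. Without scrambled replicate 1, RPL4 stood at -1.42, RPL11 at -1.29 and RPL13 at -1.29, all still called. Of 41 nuclear genes for oxidative phosphorylation, 20 were lower and 0 higher (26 and 0 adjusted over the list alone), with a median of -1.02 (camera adjusted p = 1.6e-05, or adjusted p = 0.44 with an estimated correlation). They included COX7C at -1.87, NDUFB9 at -1.12 and COX4I1 at -1.11. Transcripts of the mitochondrial genome, which RNA polymerase II does not make, moved the other way. Of 15, 10 were higher and 1 lower (12 and 1 adjusted over the list alone), with a median of 1.02 under TMM and 0.25 under ERCC scaling (camera adjusted p = 1.1e-06 under TMM, or adjusted p = 0.32 with an estimated correlation). MT-ND5 stood at 2.03, MT-ND3 at 1.68 and MT-CO1 at 1.35.

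With a correlation between genes estimated from the data, these calls were thus lost. Scrambled replicate 1 was the library highest in ribosomal protein mRNAs and lowest in mitochondrial ribosomal RNA. Without it, the medians were -0.72 for ribosomal proteins, -0.49 for oxidative phosphorylation and 0.94 for mitochondrial transcripts. Each list was still past the camera threshold at the preset correlation. Genes called lower went from 53 to 45 for ribosomal proteins and from 20 to 10 for oxidative phosphorylation without that library.

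The matrix list passed camera as lower, and the p53 list as higher under TMM but not under ERCC scaling. Of 30 genes for fibrillar collagen and matrix, 14 were lower and 2 higher (15 and 2 adjusted over the list alone), with a median of -0.66 (camera adjusted p = 3.1e-04, or adjusted p = 0.32 with an estimated correlation). THBS1, a matrix glycoprotein, stood at a log2 fold change of -2.57 and ELN, which encodes elastin, at -3.94, while LOX, the enzyme that crosslinks collagen and elastin, was higher at 2.05. Of 28 p53 targets, 9 were higher and 0 lower (14 and 2 adjusted over the list alone), with a median of 0.48 under TMM and -0.27 under ERCC scaling, and most of the list was not called. The camera adjusted p was 0.0039 under TMM, 0.18 under ERCC scaling and 0.25 with an estimated correlation. CDKN1A, the cell cycle inhibitor p21, stood at 1.00, the ribonucleotide reductase subunit RRM2B at 2.97 and the mitochondrial reductase FDXR at 1.71.

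The other lists did not pass camera, though some of their members were called. Of 27 elongation factors, 1 was higher and 2 lower (1 and 2 adjusted over the list alone), with a median of -0.03 against an upward camera direction (adjusted p = 0.98). HEXIM1, the inhibitor of the elongation kinase P-TEFb, was lower at -1.66. Of 11 RNA polymerase II subunits, 4 were lower and 0 higher (4 and 1 adjusted over the list alone), among them POLR2A, the largest subunit, at -1.08 (camera adjusted p = 0.31). Genes with disease-causing repeats matter because lowering SPT4 has been proposed as a way to lower transcripts through expanded repeats. Of 15 such genes in these cells, 1 was lower and 0 higher (1 and 0 adjusted over the list alone), with a median of 0.15 (camera adjusted p = 0.83). The exception was ATXN10 at -0.92, a call that ended without 5 nM replicate 2 at -0.95, 5 nM replicate 3 at -0.85 or 10 nM replicate 3 at -0.92. No repeat length is given for these cells.

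Signalling and stress lists were mixed. Of 17 inflammatory cytokines, 1 was higher and 4 lower (1 and 8 adjusted over the list alone; camera adjusted p = 0.084), with CXCL12 at -3.33 and IL33 at 5.13. Of 28 interferon-stimulated genes, 3 were higher and 2 lower (3 and 2 adjusted over the list alone; camera adjusted p = 0.98), with IFI44L at -3.44 and IFIT2 at 2.86. Of 21 integrated stress response genes, 5 were higher and 1 lower (7 and 3 adjusted over the list alone; camera adjusted p = 0.14), with SLC7A11 at 3.25, STC2 at 2.63 and VLDLR at -3.35. Of 25 lysosome and autophagy genes, 4 were higher and 1 lower (7 and 2 adjusted over the list alone; camera adjusted p = 0.084), with WIPI1 at 3.06 and LAMP1 at 2.44. Of 15 matrix remodelling enzymes, 4 were higher and 1 lower (5 and 1 adjusted over the list alone; camera adjusted p = 0.27), with CTSB at 1.60, ADAM12 at 1.56 and ADAMTS5 at -1.89. Of 22 immediate early genes, 2 were higher and 0 lower (2 and 0 adjusted over the list alone; camera adjusted p = 0.34), namely FOSL1 at 2.37 and KLF6 at 1.41. Of 18 TGF-beta and myofibroblast genes, 2 were higher and 4 lower (3 and 4 adjusted over the list alone; camera adjusted p = 0.98).

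Among housekeeping lists, 18 replication-dependent histones gave 1 higher and 5 lower (1 and 7 adjusted over the list alone; camera adjusted p = 0.17), with HIST1H1C at -2.75. HIST1H1C stood at -1.45 without scrambled replicate 1 and was still called there. Of 23 cell cycle genes, 1 was higher, CENPE at 2.86, and 2 lower (1 and 2 adjusted over the list alone; camera adjusted p = 0.97). ER chaperones gave 3 higher and 2 lower of 21 (3 and 2 adjusted over the list alone; camera adjusted p = 0.69), with CREB3L1 at 1.81 and CANX at 1.51. Heat shock genes gave 2 higher and 1 lower of 16 (4 and 3 adjusted over the list alone; camera adjusted p = 0.27), with a median of 0.35 and a mean of -0.02. Ribosome biogenesis gave 2 higher and 1 lower of 29 (2 and 1 adjusted over the list alone; camera adjusted p = 0.48), with NOP16 at -1.87 and WDR43 at 1.20. Cholesterol synthesis gave 0 higher and 3 lower of 23 (0 and 3 adjusted over the list alone; camera adjusted p = 0.98), with a median of 0.11 and a mean of -0.08. Glycolysis and hypoxia gave 3 higher and 1 lower of 25 (4 and 1 adjusted over the list alone; camera adjusted p = 0.41), with HK2 at -2.49 and ENO1 at 1.23. RNA splicing gave 0 higher and 4 lower of 34 (0 and 4 adjusted over the list alone; camera adjusted p = 0.99), with a median of 0.05 and a mean of -0.14. Medians were slightly negative while camera pointed up for interferon-stimulated genes (-0.057), cell cycle (-0.067, mean 0.071), immediate early genes (-0.013, mean 0.12) and ER chaperones (-0.022). Nuclear-retained noncoding RNAs gave 1 higher, MEG3 at 2.91, and 3 lower of 12 (2 and 3 adjusted over the list alone; camera adjusted p = 0.83), with GAS5 at -2.84, OIP5-AS1 at -1.69 and NORAD at -0.94. The name of that list does not describe these 3, which are known as largely cytoplasmic RNAs (GAS5 also hosts snoRNAs), and the nuclear MALAT1 at 0.17 and NEAT1 at 0.058 were not called. Without scrambled replicate 1, GAS5 stood at -1.71 and OIP5-AS1 at -1.89, both still called.

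Markers of other skin cell types were mostly absent or low. Of the 17 keratinocyte markers 8 were measured, with 0 higher and 1 lower (1 and 2 adjusted over the list alone; camera adjusted p = 0.98). Of 13 melanocyte markers 2 were measured and 0 called, too few for camera (0 adjusted over the list alone). Endothelial markers gave 1 lower, EMCN at -3.10, of 3 measured, with a median of 1.17 against a downward camera direction (1 adjusted over the list alone; camera adjusted p = 0.34). Leukocyte markers gave 1 higher and 1 lower of 4 measured (1 and 2 adjusted over the list alone; camera adjusted p = 0.42), the lower being CSF1R at 4.36 CPM in scrambled libraries and 0.0248 CPM at 5 nM. Pericyte and smooth muscle markers gave 2 higher and 0 lower of 9 (3 and 0 adjusted over the list alone; camera adjusted p = 0.27), with LMOD1 at 2.51. Adipocyte markers gave 1 higher, PNPLA2 at 1.61, of 4 measured, with a mean of -0.38 against an upward camera direction (1 and 1 adjusted over the list alone; camera adjusted p = 0.53).

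By fry, which tests each list by itself and not against the other genes, 15 of 29 lists passed. These were the 5 lists past camera, with a fry adjusted p from 0.0013 for p53 targets to 0.028 for oxidative phosphorylation, and 10 that camera did not call. The 10 were lysosome and autophagy (adjusted p = 0.0011), pericyte and smooth muscle (0.0064), integrated stress response (0.025), matrix remodelling (0.026), adipocyte (0.025) and glycolysis and hypoxia (0.047) upward, and endothelial (0.017), RNA polymerase II subunits (0.025), cytokines (0.026) and leukocyte (0.026) downward.

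**Figure D2:**
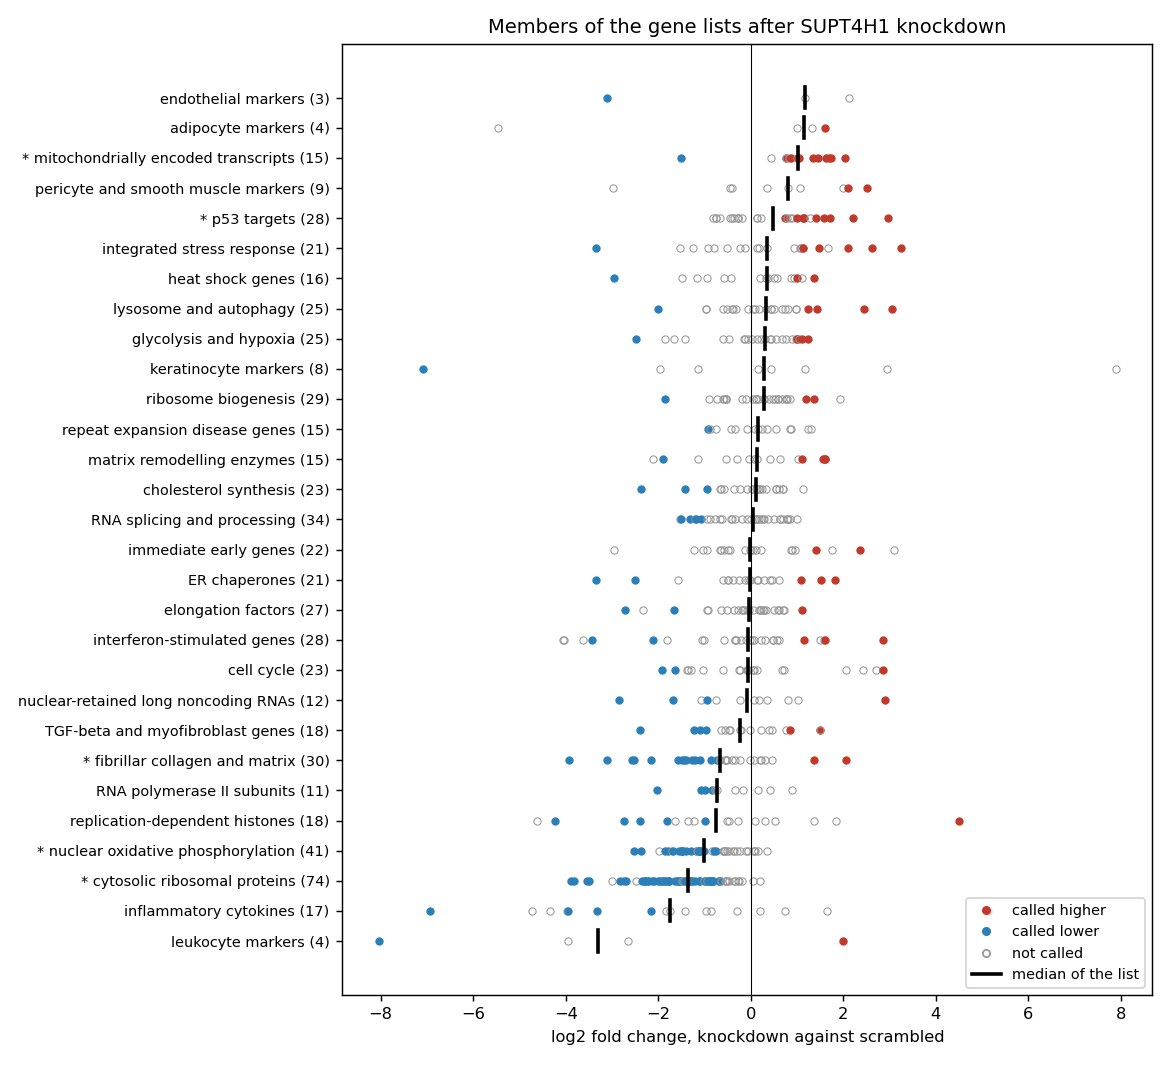
Log2 fold change of knockdown over scrambled for each measured member of the gene lists under TMM scaling, with the number measured in brackets, an asterisk for lists past the camera threshold, colour for called genes and a bar at each list's median. The median was -1.37 for cytosolic ribosomal proteins and 1.02 for mitochondrially encoded transcripts, which is 0.25 under ERCC scaling, and the p53 median of 0.48 becomes -0.27 there.

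At 5 nM against scrambled, the lower dose on its own, IGF1 stood at a log2 fold change of -7.27, DKK2 at -6.66, CLCA2 at 5.88 and PLTP at 5.11. Ribosomal protein genes were lower in 30 of 74 and higher in 0 (camera adjusted p = 2.9e-12), and mitochondrially encoded transcripts higher in 7 of 15 and lower in 0 (camera adjusted p = 9.2e-08). With p adjusted over the list alone, 50 ribosomal protein genes were lower, and 12 mitochondrial transcripts higher and 1 lower. The collagen list (2 higher and 12 lower of 30, or 2 and 13 adjusted over the list alone; camera adjusted p = 2.9e-04), oxidative phosphorylation (0 higher and 6 lower of 41, or 0 and 13 adjusted over the list alone; 2.9e-04), p53 targets (5 higher and 0 lower of 28, or 10 and 2 adjusted over the list alone; 0.022), the integrated stress response (5 higher and 1 lower of 21, or 7 and 1 adjusted over the list alone; 0.022) and cytokines (1 higher and 1 lower of 17, or 1 and 5 adjusted over the list alone; 0.0499) also passed camera. None of these calls held with an estimated correlation, where the smallest among them was an adjusted p = 0.301. By fry 12 lists passed, but not ribosomal proteins (adjusted p = 0.053) or oxidative phosphorylation (adjusted p = 0.090). In all, edgeR called 1188 genes, 660 higher and 528 lower (55.6% higher), and under ERCC scaling 2039, 162 higher and 1877 lower (7.95% higher). The count was 2201 by DESeq2, 1885 with no low-count filter, and 535, 531 and 684 without 5 nM replicates 1, 2 and 3, each of which leaves 2 libraries in the group.

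At 10 nM against scrambled, the higher dose on its own, IGF1 stood at -7.95, DKK2 at -7.69, CLCA2 at 6.62 and PLTP at 5.27. Ribosomal protein genes were lower in 43 of 74 and higher in 0 (camera adjusted p = 7.8e-16), oxidative phosphorylation genes lower in 13 of 41 (camera adjusted p = 2.9e-06), and mitochondrially encoded transcripts higher in 7 of 15 (camera adjusted p = 8.6e-06). With p adjusted over the list alone, 60 ribosomal protein and 23 oxidative phosphorylation genes were lower, and 11 mitochondrial transcripts higher and 1 lower. The collagen list (2 higher and 9 lower of 30, or 2 and 15 adjusted over the list alone; camera adjusted p = 0.0022) and p53 targets (7 higher and 0 lower of 28, or 10 and 1 adjusted over the list alone; 9.9e-04) passed as well. None of these calls held with an estimated correlation, where the smallest was an adjusted p = 0.148 for p53 targets. By fry 12 lists passed, these 5 among them. In all, edgeR called 1475 genes, 769 higher and 706 lower (52.1% higher), and under ERCC scaling 1728, 188 higher and 1540 lower (10.9% higher). This group held 2 of the 3 libraries of low RNA integrity, and the count was 243 without all 3, 514 with RNA integrity as a covariate, 713 in a fit of only the groups compared, 2538 by DESeq2, and 744, 875 and 734 without 10 nM replicates 1, 2 and 3.

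The doses were compared with each other to ask whether more siRNA gave a different response. No gene passed at 10 nM against 5 nM. SUPT4H1 itself stood at a log2 fold change of 1.25 (edgeR adjusted p = 0.885), IGF1 at -0.68 and CLCA2 at 0.74, none of them past the test. With edgeR 0 of 13932 genes passed, 776 had an unadjusted p below 0.05, and the smallest adjusted p was 0.541. DESeq2 called 20 genes, limma-voom 0 and edgeR with no low-count filter 7, and without scrambled replicate 1 edgeR called 3. No gene list passed camera either, the smallest adjusted p being 0.077.

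The overlap of the 2 doses asks whether both called the same genes. Both called 883 genes, and 897 were called at only 1 dose. Of 660 genes higher at 5 nM and 769 at 10 nM, 524 were higher at both (79.4% of those at 5 nM and 68.1% of those at 10 nM), where independent lists would share 36.4. Of 528 and 706 lower genes, 359 were lower at both (68.0% and 50.8%), where independent lists would share 26.8. With all 3 controls shared, no gene was called in opposite directions. Both doses were compared with the same 3 scrambled libraries, which by itself makes fold changes alike. In 20 simulations with no knockdown effect and shared controls, at most 1 gene was called at either dose, so their overlap of 0 follows from the lack of calls and is no yardstick for the data. The correlation across genes averaged 0.501 there, against 0.724 in the data. The covariance across genes was 2.63 in the data and at most 0.575 in the simulations. The 3 controls cannot be split with 2 for each dose, so part of the overlap may come from the shared controls. With 2 controls for 1 dose and 1 for the other, in all 6 ways, the correlation was 0.369 to 0.418 and the covariance 1.89 to 2.09. Fold changes at the 2 doses had the same sign for 62.3% to 69.4% of genes in those splits, against 81.9% with all 3 controls shared. In the simulations with no knockdown effect and shared controls, the same-sign share averaged 66.8%. Those simulations shared their controls, so they give no yardstick for the splits. A single control library gives no spread of its own, so gene calls in those splits cannot decide the question. The 883 shared calls became 458 without 5 nM replicate 2, 480 without 5 nM replicate 1, 561 without 5 nM replicate 3, 574 without 10 nM replicate 1, 544 without 10 nM replicate 3, 485 in fits of only the groups compared and 200 without the 3 libraries of low RNA integrity.

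**Figure D3:**
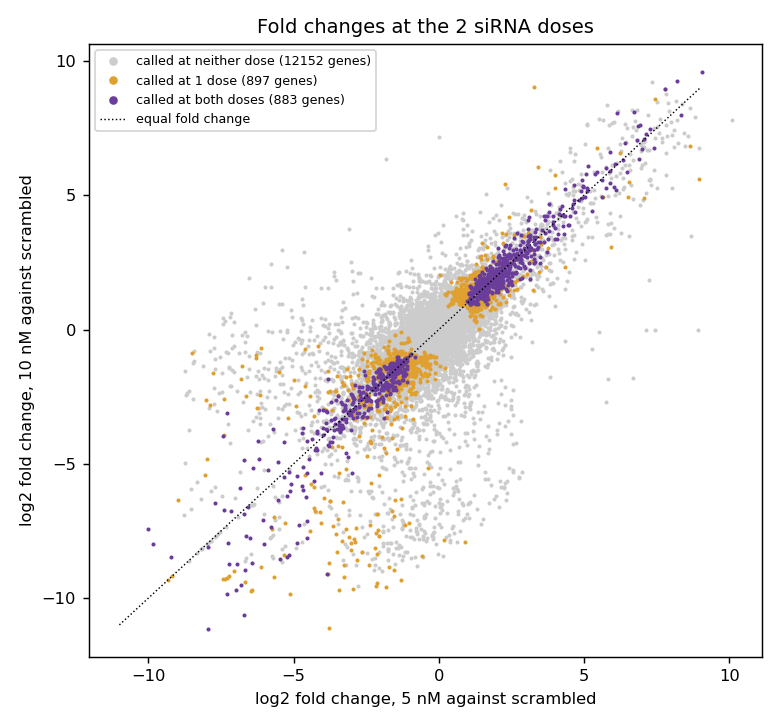
Log2 fold change at 10 nM against that at 5 nM, each over the same scrambled libraries, with a point per gene among the 13932 tested and colour for genes called at both doses, at 1 or at neither, and points at the far ends for genes with few or no counts in a group. The correlation across genes was 0.724, and genes are not independent replicates.

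RNA relative to spike-ins asks whether knockdown cells held less RNA per cell, since the labels give 25000 cells for each lysate. The data hold no check of that number. All values here rest on the membership of subgroup B as entered, which was not checked against the manufacturer's table. Endogenous counts per subgroup B count were 86.5, 42.8 and 98.4 in the scrambled libraries, 35.3, 41.8 and 55.5 at 5 nM, and 47.5, 53 and 40.8 at 10 nM. The mean log2 ratio was 5.50 ± 0.25 (SD, n = 6) after knockdown and 6.16 ± 0.65 (SD, n = 3) with scrambled siRNA. The difference of -0.66, or 63.2% of control, had an exact permutation p = 0.0476 and an adjusted p = 0.190, so it did not pass. Ribosomal protein mRNAs per spike-in count differed by -1.77, or 29.3% of control, with all 6 knockdown libraries below all 3 controls (exact permutation p = 0.0119, the smallest possible, adjusted p = 0.0476). That adjustment did not cover the other classes of RNA. On the log2 scale, scrambled replicates 1, 2 and 3 stood at 3.78, 2.17 and 3.34, and the highest knockdown library at 1.72. The size thus rests in part on scrambled replicate 1, and the difference without it was not tested. Mitochondrially encoded mRNAs differed by 0.64 (exact permutation p = 0.0833, adjusted p = 0.333), and all genes but the mitochondrially encoded, ribosomal protein genes included, by -0.79 (exact permutation p = 0.0476, adjusted p = 0.190).

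By dose, the difference in RNA per spike-in count was -0.72 at 5 nM (exact permutation p = 0.2) and -0.61 at 10 nM (exact permutation p = 0.3), where 3 against 3 cannot go below 0.1. Between the doses it was 0.11 (exact permutation p = 0.8), with the sign turned under all ERCC controls (-0.12), the median over controls (-0.032) and without 5 nM replicate 1 (-0.041). The knockdown difference was -0.43 without scrambled replicate 3 and -1.03 without scrambled replicate 2, the control library lowest in RNA per spike-in count.

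**Figure D4:**
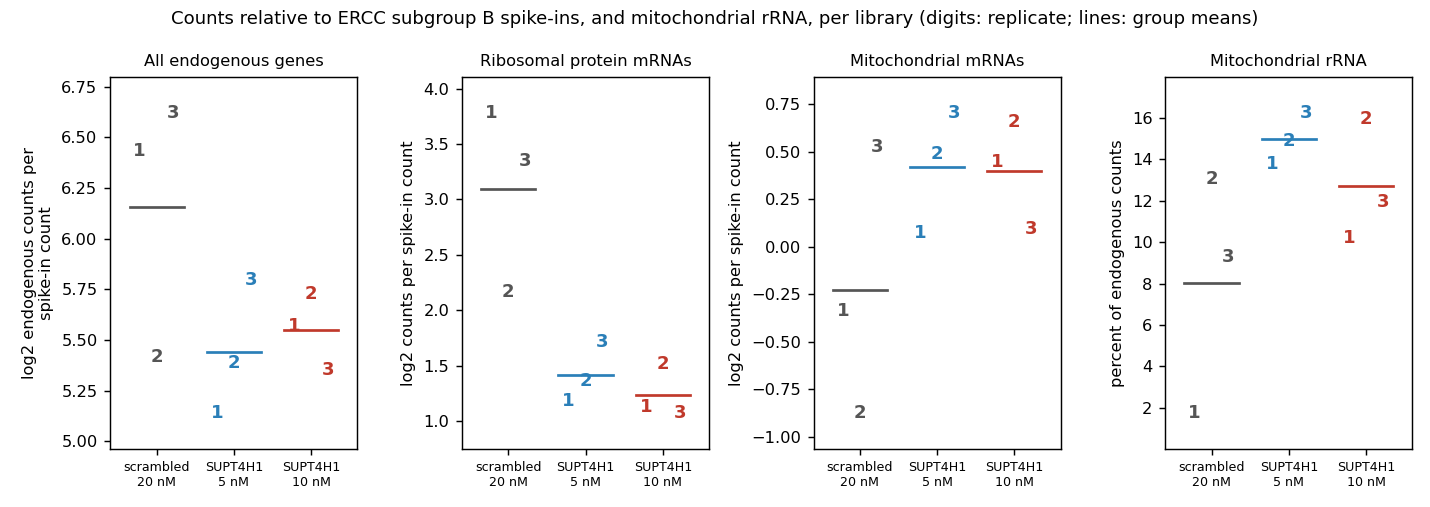
Log2 counts per ERCC subgroup B count in each library for all endogenous genes, ribosomal protein mRNAs and mitochondrially encoded mRNAs, and mitochondrial ribosomal RNA as a percentage of endogenous counts, with the digit giving the replicate and a line at each group's mean (n = 3). All 6 knockdown libraries lay below the 3 scrambled ones for ribosomal protein mRNAs, and scrambled replicate 1 held 1.76% mitochondrial ribosomal RNA.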

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

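The tests of scrambled replicate 1, of RNA per spike-in count and of the ribosomal protein and respiratory genes were chosen after those results were seen, while the fits without single libraries or without low RIN that some of them use, and the counts over other splits of the libraries, were planned.

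The ERCC controls outside subgroup B, which no comparison of gene expression used, differed between knockdown and scrambled libraries. Relative to subgroup B, knockdown minus scrambled was -2.17 on the log2 scale for subgroup A, 0.45 for subgroup C and 1.10 for subgroup D, a signal in data outside the main measurement. Without scrambled replicate 1 these values were -1.88, 0.67 and 1.05, and from summed counts subgroup C over B was 0.63 in that library against -1.38 and -1.43 in scrambled replicates 2 and 3. Knockdown minus scrambled for subgroup C from summed counts was thus 0.10 with all libraries and 0.78 without scrambled replicate 1. By the design of the mixes as entered here, mix 2 over mix 1 is -2, 0.58 and 1 for subgroups A, C and D. The labels do not say which mix each lysate received.

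Scrambled replicate 1 differed from the other 8 libraries in many genes, among them MALAT1 and MT-RNR2. Its SUPT4H1 level was 133 CPM, against at most 7.19 CPM in the knockdown libraries, which argues against a knockdown library under a wrong name. Its RIN of 9.2 argues against degraded RNA, since 5 nM replicate 2 has the same value and lies with its group. The ERCC controls, which are not made by the cells, scattered more in it than in any other library, with an SD of 0.679 on the log2 scale against 0.195 to 0.387, which is consistent with a difference in how this library was made or sampled. No biological explanation was tested, because the design gives none for 1 library.

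RNA per spike-in count was lower after knockdown without passing correction. The 8 abundant controls of subgroup B each gave a negative difference, with a mean of -0.68 and an SD of 0.23, so no single control drives it, but a difference in composition between the mixes stays open because the pattern is measured on these same controls and their membership was not checked against the manufacturer's table. Fewer cells or more spike-in in the knockdown lysates cannot be told apart from less RNA per cell, since mitochondrially encoded mRNAs, which fewer cells would lower too, were at 0.64 with a spread too wide to decide (exact permutation p = 0.0833). The influence of a single control library stays open as well, since the difference shrank to -0.43 without scrambled replicate 3 (exact permutation p = 0.214). A loss of RNA per cell may therefore have occurred, as a hypothesis that needs counted cells and more controls.

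Ribosomal protein and nuclear oxidative phosphorylation genes were lower after knockdown by camera at its preset correlation, while with an estimated one the adjusted p was 0.32 and 0.44, or 0.068 and 0.157 without scrambled replicate 1, and 0.617 for both without the 3 libraries of low RIN. Degraded RNA is unlikely to be the whole cause, since the ribosomal protein median was -1.43 without those 3, and the other 3 knockdown libraries had medians of -0.71, -0.65 and -0.82 for ribosomal protein and -0.42, -0.43 and -0.40 for oxidative phosphorylation genes against the mean of scrambled replicates 2 and 3 (which lay 0.097 and 0.032 to either side), though genes called lower went from 53 to 17 and from 20 to 2, and the 10 nM libraries of low RIN stood further down for oxidative phosphorylation at -0.85 and -0.68. Scrambled replicate 1 alone is unlikely to be the whole cause too, since the ribosomal protein median was -0.72 without it, and all 6 knockdown libraries lay below both other controls, at -0.98 to -0.65 for ribosomal protein and -0.85 to -0.34 for oxidative phosphorylation genes. Genes called lower went from 53 to 45 and from 20 to 10 without that library, so part of the pattern may depend on it. Being short and abundant is unlikely to be the whole cause, since 10000 random lists matched on abundance and on the length of the principal transcript had a median of -0.16 against -1.37 for ribosomal proteins, with 0 as low, and of -0.38 against -1.02 for oxidative phosphorylation, with 2 as low. Random lists take no account of genes that move together, so these counts of lists are not p-values. The comparison used all 9 libraries and was not repeated without scrambled replicate 1. What stays open is reads shared with near-identical copies of these genes, the unmatched siRNA dose, and a response of the cells to low SUPT4H1, none of which was tested.

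For the count of genes past the threshold, chance is unlikely as the source of the difference between knockdown and scrambled. Of 84 splits of the 9 libraries into 6 and 3, only the real 1 reached its count of 2229 in an edgeR fit of 2 groups, and the highest of the others gave 1. That share of 1.19% is the smallest this test can give. It cannot tell the knockdown from other differences that follow the groups, such as siRNA dose. For single doses there are only 10 splits of 6 libraries, too few for a share below 0.05. At 5 nM the real split gave 804 genes and the highest other 0, which makes 1 split as large. At 10 nM the real split gave 713 and the highest other 0, again 1 split as large. Between the doses the real split and the highest other gave 0, so all 10 were as large.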

How the results depend on the processing

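Sample quality weights in limma-voom and ERCC scaling without scrambled replicate 1 or 2 were chosen after the results were seen. No gene called between knockdown and scrambled was called in the opposite direction in any setting, and 1696 of the 2267 calls remained without scrambled replicate 1. Counts outside 1.5 times the main one were as follows, and apart from fewer samples or genes in a fit the cause was not tested. Knockdown against scrambled (2267) gave 1227 with the RIN covariate, 936 without libraries of low RIN and 4641 with ERCC scaling without scrambled replicate 2. The 5 nM comparison (1188) gave 2039 with ERCC scaling, 1885 without a filter, 2201 with DESeq2, 609 without low RIN, 1984 with quality weights and 3482 with ERCC scaling without scrambled replicate 2. The 10 nM comparison (1475) gave 2538, 514, 243, 2672 and 713 with DESeq2, the RIN covariate, no low RIN, ERCC scaling without scrambled replicate 2, and only the groups compared. The 10 nM against 5 nM comparison (0) gave 7 without a filter, 20 with DESeq2, 20 with quality weights and 4 with ERCC scaling without scrambled replicate 1. The overlap of the 2 doses (883) gave 1383 without a filter, 1549 with DESeq2, 441 with the RIN covariate, 200 without low RIN, 1368 with quality weights, 2246 with ERCC scaling without scrambled replicate 2 and 485 with only the groups compared. Without low RIN the 10 nM group keeps 1 library, which is assumed to vary like the other groups. The number of lists called (5) was 0 with an estimated correlation, 9 without a filter, 8 without low RIN and 8 with quality weights.

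Leaving out each library in turn gave 1508 (5 nM replicate 2) to 2330 (scrambled replicate 1) genes for knockdown, 531 (5 nM replicate 2, with 535 and 684 without 5 nM replicates 1 and 3) to 1580 (scrambled replicate 1) at 5 nM, 734 (10 nM replicate 3, with 744 and 875 without 10 nM replicates 1 and 2) to 1968 (scrambled replicate 1) at 10 nM, 0 to 3 (scrambled replicate 1) between the doses, 458 (5 nM replicate 2, with 480 and 561 without 5 nM replicates 1 and 3 and 574 and 544 without 10 nM replicates 1 and 3) to 1222 (scrambled replicate 1) for the overlap of the 2 doses, and 5 to 9 (scrambled replicate 1) lists. With replicate number as a block, which pairs nothing here, the counts were 1700, 941, 1106 and 0.

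The lists for ribosomal proteins, oxidative phosphorylation, collagen and mitochondrial transcripts kept their call in 20 of 21 alternatives and lost it with an estimated correlation. The p53 list kept it in 17 of 21, losing it also in the 3 ERCC scalings, with medians from -0.55 to 0.82. Lists that were never called turned their camera direction as follows, with the median log2 fold change. Elongation factors turned with DESeq2-type size factors (-0.082), ERCC scaling (-0.75; -0.80 and -1.06 without scrambled replicates 1 and 2), DESeq2 (-0.082) and quality weights (0.049). ER chaperones turned with the ERCC scalings (-0.88, -0.63, -1.12). Cholesterol synthesis turned with the ERCC scalings (-0.72, -0.73, -1.05), DESeq2 (0.060) and the RIN covariate (-0.037). TGF-beta genes turned without a filter (-0.22), without low RIN (-0.16) and with quality weights (-0.20). RNA splicing turned without a filter (0.054), with limma-voom (0.083), the replicate block (0.062), no low RIN (0.036) and quality weights (0.33). Interferon genes turned with the replicate block (0.017) and ERCC scaling without scrambled replicate 2 (-1.39), ribosome biogenesis (-0.70) and glycolysis (-0.44) with ERCC scaling without scrambled replicate 1, and repeat expansion genes (-0.91) with ERCC scaling without scrambled replicate 2.

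With single libraries left out, the lists whose direction turned had medians from -0.051 to 0.21 (elongation factors, turned without scrambled replicate 1), -0.34 to 0.12 (interferon genes, without scrambled replicate 2 and 10 nM replicate 2), -0.38 to 0.33 (cell cycle, without scrambled replicate 2), -0.37 to -0.011 (TGF-beta genes, without scrambled replicate 1), -0.088 to 0.39 (RNA splicing, without scrambled replicate 1 and each knockdown library), -0.36 to 0.25 (nuclear noncoding RNAs, without scrambled replicate 3) and 0.090 to 1.37 (keratinocyte markers, without 10 nM replicate 3). The range for IDI1 was -2.91 to 0.69.

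Among named genes that were called, IDI1 turned to 0.69 without scrambled replicate 1 and to 0.32 with quality weights, and ERCC scaling without scrambled replicate 2 turned CDKN1A to -0.038 and HSPH1 to -0.18. Of genes that did not pass with all libraries, SUPT5H turned to -0.17, -0.67 and -0.42 under ERCC scaling and its forms without scrambled replicates 1 and 2, JUND to -0.11 and -0.057 and ATXN3 to -0.13 and -0.22 in the latter forms, and PPARG to -0.10 and KDR to -0.090 without scrambled replicate 2. Without scrambled replicate 1, HSPB8 (-1.38), CCL7 (-3.39), MCM6 (-1.68), SMTN (1.82), MCM3 (-1.42), SEC61B (-0.29), WDR61 (-0.38), POLR2K (-0.42), ATP6V1H (-0.43), INSIG1 (-0.45), SRSF7 (-0.63), HNRNPA1 (-0.65) and CYR61 (-1.07) also lost their calls, and PPARG gained one (6.62). RNA per spike-in count after knockdown kept its direction in every alternative and without each library, from -1.03 to -0.43. At 5 nM it ran from -1.09 to -0.49 and at 10 nM from -0.98 to -0.38 without each library, and between the doses from -0.041 to 0.29, with -0.12 for all ERCC controls and -0.032 for the median over controls. Depth limits genes near the floor, where few counts per library leave fold changes wide.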

Other observations

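The tests of gene span and of the wider class of translation genes were set before their results were seen, and none in this part was chosen afterwards, while the counts by class of gene and without scrambled replicate 1 are descriptive.

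Among 11987 protein-coding genes tested, edgeR called 948 higher and 1174 lower after knockdown, and without scrambled replicate 1 it called 1172 higher and 1002 lower. Among 555 antisense transcripts it called 8 higher and 29 lower, and without scrambled replicate 1 it called 21 higher and 34 lower. Among 495 long intergenic noncoding RNAs it called 20 higher and 29 lower, and without scrambled replicate 1 it called 22 higher and 28 lower. Among 323 processed pseudogenes it called 2 higher and 11 lower, and without scrambled replicate 1 it called 1 higher and 3 lower. The class sizes are those of the fit to all 9 libraries, while the fit without scrambled replicate 1 tested 14713 genes. Differences between these classes were not tested.

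Transcripts that begin with a 5' terminal oligopyrimidine tract, a feature that ribosomal protein mRNAs share with translation factors and some snoRNA host genes, might fall as a class. This was tested on 20 such genes outside the ribosomal protein list, written down beforehand, of which 19 were measured. Their median log2 fold change was -1.20, with 10 lower and 1 higher, the latter being PABPC1 at 0.75. FAU stood at -1.53, ZFAS1 at -3.47, SNHG6 at -2.66, EEF2 at -1.14 and TPT1 at -1.27, while EEF1A1 at 0.17 was not called. Camera gave p = 3.8e-04 and, with an estimated correlation, p = 0.11. Without scrambled replicate 1 the median was -0.60, with 6 lower and 2 higher, and camera gave p = 9.3e-04, or p = 0.024 with an estimated correlation. FAU then stood at -1.40, ZFAS1 at -1.99, SNHG6 at -1.44, EEF2 at -1.44 and TPT1 at -0.68. PABPC1 then stood at 0.91 and EEF1A1 at -0.069. The values are consistent with a fall of the class relative to other genes, which remains a hypothesis because the class was picked after the ribosomal protein genes were seen to be low.

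A factor that helps RNA polymerase II along the gene might matter more for long genes, so longer genes might have lost more RNA. They did not. Across 11983 protein-coding genes the rank correlation of genomic span with log2 fold change was 0.0916, in the opposite direction, and 0.0510 without scrambled replicate 1. The median log2 fold change was -0.26 in the shortest of 4 equal groups of genes by span and 0.03 in the longest, and the longest group lay below the shortest in 0 of 6 knockdown libraries. The 6 share the same scrambled libraries, so they are not separate checks. At 5 nM replicate 1 the medians were only -0.021 in the shortest group and 0.021 in the longest. Group medians without scrambled replicate 1 were not computed, and ribosomal protein and respiratory genes were not removed. Genes are not independent replicates, and a 3' tag count shows only RNA that was polyadenylated.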
